A study of Artemia parthenogenetic lineage with 3 samples. Its data were reported in "Signaling Transduction Pathways and G-Protein-Coupled Receptors in Different Stages of the Embryonic Diapause Termination Process in Artemia" (2024).

How the data were processed

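ATAC-seq libraries were prepared from whole cysts of parthenogenetic *Artemia* collected 30 min after embryonic diapause termination (EDT). ATAC-seq inserts sequencing adapters into accessible DNA with the Tn5 transposase, so that read density measures chromatin openness. All 3 libraries belong to the ArR_30min group and are replicates of each other. The study describes them as biological replicates and its cysts as coming from the same batch, so the SD over n = 3 measures the spread between samples of that batch.

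The authors trimmed the reads, aligned them with BWA to the ASM3288406v1 assembly of a related species, *Artemia franciscana*, removed reads of low mapping quality, duplicates and mitochondrial reads, called peaks with MACS2 and assigned peaks to genes with ChIPseeker. BWA and MACS2 are also named in the submitters' processing notes. Reads of one species aligned to another are lost where the genomes diverge, which lowers counts there. The authors deposited a table of merged peaks with read counts per peak and library, which are not normalised. The deposited table also holds RPM (reads scaled to the library total) values per peak and library. The RPM values equal the count plus 1, divided by a library total, to within 0.0005% for every peak, and so a library total was recovered from each RPM column. Several summits are listed for 48827 of the 108316 merged peaks. The sources used here do not state from which samples the peaks of this table were merged. The study describes merged peaks of all its samples for another step, and so a listed peak was not taken as a peak call in the ArR_30min group. The table lists 269595 summits, more than the study gives for the 3 ArR_30min libraries together, so it probably holds peaks called at other time points too. Class shares and shares of genes with a peak therefore describe the merged list. The deposited table gives the nearest gene of each peak with its coordinates, strand and distance, all on this assembly, but pairs gene identifiers with no names. Names and functions printed for genes are those the study's text gives or general knowledge of the named protein. The number of per-sample columns of other samples was 0.

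The recovered totals were 53022269, 56882821 and 82440231 reads in replicates 1, 2 and 3. These totals are close to 2 times the numbers of deduplicated reads the study lists. Both mates of a pair were therefore probably counted, although the sources used here do not state it. Reads of a pair are not independent, and intervals and p-values made from reads are then too narrow and too small, while the coefficient of variation between replicates is too large. Shares of reads carry Wilson 95% intervals and shares of peaks exact binomial 95% intervals. Both cover counting error only, since PCR reads without molecular identifiers are not independent molecules. A median peak held 36, 37 and 58 reads in replicates 1, 2 and 3, so counting error was smallest in replicate 3. Chi-square statistics over peaks for pairs of libraries were 3.27, 3.28 and 2.37 per degree of freedom. Counting both mates of a pair would give values of up to 2 from sampling noise alone, and the excess over 2 was small for replicates 2 and 3. No pair of libraries held identical values, and each library was counted as a replicate as labelled. This comparison checks for a library deposited under 2 labels and says nothing about the spread between cyst samples.

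RPM values were compared on the log2(RPM + 0.0691) scale, where the pseudocount is 0.1 of the median value. Peaks were placed in classes in order of priority. A promoter peak lay within 3 kb of the start of its nearest gene, a gene body peak overlapped any listed gene, a downstream peak lay within 300 bp past a gene end, and other peaks were distal intergenic. Exons, introns and UTRs were not separated because no annotation beyond gene ends was used here. Listed genes are the 12002 genes that are nearest to at least 1 peak, of which 284 have joined identifiers, and shares of genes refer to these. The listed starts are the ends of gene models that may lack untranslated regions, so a gene start here may lie away from the start of transcription. The overlap of peaks with genes was checked gene by gene on 300 random peaks, with 0 mismatches. This check took promoter distances as given and did not separate downstream from distal intergenic peaks. Promoter and distal intergenic peaks were compared by the difference of median log2 values in each replicate, with a two-sided exact sign-flip permutation test over the replicates, which cannot give a p below 0.25 with 3 samples. Replicate agreement was measured by Pearson and Spearman correlations across peaks, which are not independent replicates. The spread between replicates was estimated as the biological coefficient of variation from the common dispersion in edgeR 4.0.16 with TMM factors and an intercept only. In counts simulated for this spread at 108316 peaks, true coefficients of 0.1, 0.2 and 0.3 were estimated as 0.0988, 0.198 and 0.301. The comparison of replicate 1 with the other replicates at gene starts was tested on simulated data too, where true log2 steps of 0.0, 0.2 and 0.4 at 108316 peaks were recovered as -0.007, 0.199 and 0.397. DESeq2 1.42.0 size factors, R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

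The text names, by a rule set before the data were examined, the 10 strongest peaks, the 10 genes with the strongest promoter peaks, the 11 genes singled out by the study and the 5 genes with the most peaks. One of the genes singled out by the study is counted in the summaries but is otherwise not reported here. Other choices set before the data were examined were the tests above and alternatives of pseudocount, peak filter, normalisation, promoter window and left-out replicate. The planned definition of presence, at least 1 read, held for nearly every peak. A Poisson test of each peak against the mean read density outside peaks was therefore added after the data were seen, at p below 1e-05, with the listed contigs taken to span 1583 Mb. The comparison of the study's genes with 10000 random lists, the analysis of peaks that overlap a gene start, the tests of replicate 1 against the others, and the analyses of gene length and divergent starts were also chosen after the data were seen. Matching of gene-start and distal peaks used 10 classes of mean RPM and 5 of peak width, and intervals came from 200 bootstrap draws of contigs. Planned tests of gene lists by function were not run because identifiers are paired with no names, and the comparisons with the ArD_0h and ArR_5h groups were not analysed here.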

Results

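ATAC-seq was performed on *Artemia* cysts, which hold an embryo arrested at the gastrula stage, 30 min after diapause had been terminated. The ArR_30min group contained 3 samples, and the question addressed was which parts of the genome are accessible at this early time. Reads in the 108316 merged peaks amounted to 6459097, 6342018 and 9757129 in replicates 1, 2 and 3. These were 12.2% (95% Wilson interval 12.173 to 12.191), 11.1% (11.141 to 11.157) and 11.8% (11.828 to 11.842) of the library totals, with a mean of 11.7% ± 0.526 (SD, n = 3). The peaks lay on 2098 contigs, covered 43.2 Mb and had a median width of 317 bp (quartiles 234 and 466 bp).

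Most merged peaks lay away from gene starts. The list probably holds peaks called at other time points, so these shares describe the list and not the ArR_30min group alone. Distal intergenic peaks numbered 56893 (52.5%, exact 95% interval 52.23 to 52.82) and gene body peaks 42240 (39.0%, 38.71 to 39.29). Promoter peaks, within 3 kb of a gene start, numbered 9011 (8.32%, 8.16 to 8.49), and 172 peaks lay downstream of a gene (0.159%, 0.14 to 0.18). Promoter peaks held 11.4% ± 0.935 (SD, n = 3) of all reads in peaks. They were also wider, with a median of 389 bp (quartiles 263 and 635.5 bp), against 320 bp (234 and 473 bp) for distal intergenic and 304 bp (228 and 433 bp) for gene body peaks.

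Promoter peaks were stronger than distal intergenic peaks in each of the 3 replicates. The median signal was 1.00 ± 0.101 RPM at promoter peaks and 0.683 ± 0.0182 RPM at distal intergenic peaks (SD, n = 3). The difference was 0.66, 0.42 and 0.44 on the log2(RPM + 0.0691) scale in replicates 1, 2 and 3, with a mean of 0.51 ± 0.13 (SD, n = 3), which is larger than the spread between replicates. The two-sided exact sign-flip permutation test gave p = 0.25, the smallest value that 3 samples allow. Per kb of peak width the difference was 0.27 ± 0.15 (SD, n = 3), so part of the contrast went with the greater width of promoter peaks.

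Signal per peak was highest for peaks over the gene start itself. The 3126 peaks that overlapped a gene start had a median of 1.85 ± 0.347 RPM and a median width of 639 bp. Peaks at 1 to 200 bp from the start had a median of 0.820 ± 0.0926 RPM, and those at 1 to 3 kb a median of 0.734 ± 0.0305 RPM. Beyond 100000 bp the median was 0.637 ± 0.0167 RPM (SD, n = 3 in each case). Much of this contrast went with peak width, since peaks at 1 to 200 bp had a median width of 323 bp. A wider peak near a start is also more likely to overlap it, so these classes select in part on width. Per kb of width the medians were 2.96 ± 0.554, 2.41 ± 0.197 and 2.31 ± 0.0865 RPM per kb over the start, at 1 to 200 bp and at 1 to 3 kb. Against distal intergenic peaks, peaks over the start were 1.34 ± 0.25 higher on the log2 scale in RPM and 0.47 ± 0.27 higher in RPM per kb (SD, n = 3). Of the 12002 listed genes, 3126 (26.05%) had an assigned peak over the start, and 6457 (53.8%) had one within 3 kb. Each peak was assigned to its nearest gene only, so a start covered by a peak of a neighbouring gene was not counted. The starts are those of gene models, which may lack untranslated regions. Of the peaks over a start, 94.6% exceeded the background read density in all 3 replicates, against 57.6% of distal intergenic peaks. These shares are not matched on width. At equal read density a wider peak passes the Poisson limit more easily, and distal intergenic peaks had a median width of 320 bp.

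**Figure D1:**
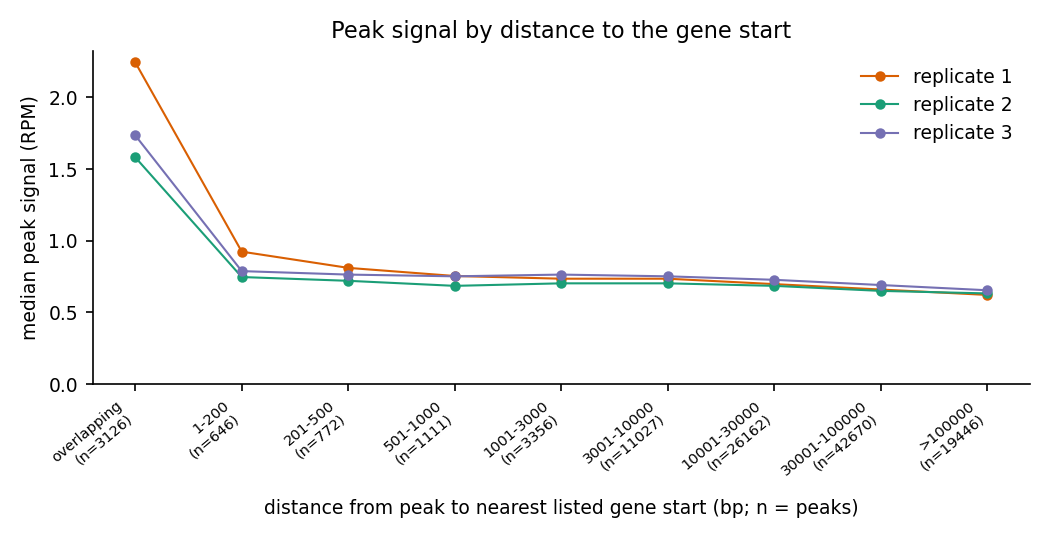
Median peak signal in RPM (vertical axis) for peaks in classes of distance in bp to the nearest listed gene start (horizontal axis), with a line for each of the 3 ArR_30min replicates and the number of peaks under each class. Peaks overlapping a gene start had medians of 2.24, 1.58 and 1.73 RPM in replicates 1, 2 and 3, and the medians fell below 1 RPM in every other class.

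Replicate 1 stood apart at gene starts. Peaks over a gene start were a median of 1.37 times higher in replicate 1 than in the geometric mean of replicates 2 and 3, and 91.2% of them were higher there. The same ratio was 0.980 for distal intergenic peaks, of which 47.6% were higher in replicate 1. Against distal intergenic peaks of like signal and width the log2 excess was 0.33 (bootstrap 95% interval 0.32 to 0.35) in replicate 1, -0.22 (-0.23 to -0.21) in replicate 2 and -0.11 (-0.12 to -0.10) in replicate 3. The 3 values cancel in sum by construction, because each replicate was set against the other 2, so they are not separate findings. Their intervals describe peaks in these libraries and not replicate error. Among peaks with at least 100 reads in each replicate the excess in replicate 1 was 0.29. Values at gene starts therefore carry a large SD, and without replicate 1 the promoter difference was 0.43 on the log2 scale.

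**Figure D2:**
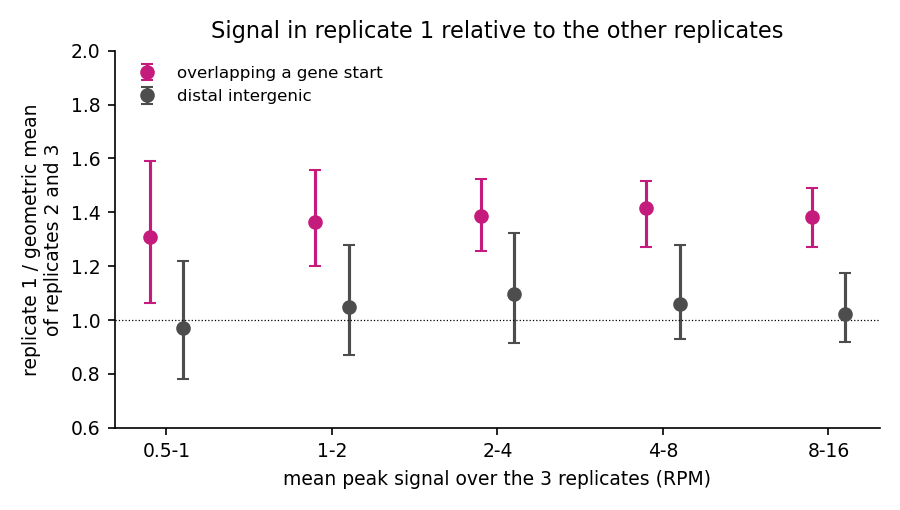
Ratio of RPM in replicate 1 to the geometric mean of replicates 2 and 3 (vertical axis) in classes of mean peak signal in RPM (horizontal axis), for peaks overlapping a gene start and for distal intergenic peaks. Points are medians over peaks and bars span the quartiles; the medians at gene starts lie between 1.31 and 1.42, and those at distal peaks between 0.971 and 1.096.

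The strongest peaks of the ArR_30min group were all distal intergenic. The peak at positions 1150435 to 1152441 of contig ctg479 had 1005 ± 82.4 RPM, and it lay 47.3 kb upstream of evm.TU.ctg479.19. A peak at 105928 to 107892 of ctg2101 had 847 ± 102 RPM and lay 5.86 kb downstream of the start of evm.TU.ctg2101.3, beyond the end of this gene. The peak at 1968 to 3563 of ctg1300 had 284 ± 30.9 RPM. Another 3 peaks of ctg479, at 1163653 to 1164839, 1153149 to 1153638 and 1175981 to 1177186, had 182 ± 19.5, 146.0 ± 17.98 and 145 ± 14.6 RPM. Peaks of ctg532 at 998986 to 999909 and 1007419 to 1008456 had 145 ± 16.5 and 135 ± 15.2 RPM. The last were at 359431 to 360489 of ctg421 with 146 ± 16.6 RPM and at 39867 to 40527 of ctg2504 with 128 ± 12.3 RPM (SD, n = 3 in each case). These 10 peaks held 2.70% ± 0.161 (SD, n = 3) of all reads in peaks. Each of the 10 was highest in replicate 1. Among the 404 peaks of at least 10 RPM, 31 (7.67%) were promoter peaks and 262 (64.9%) distal intergenic. Promoter peaks made up 18.6% of the 10475 peaks of 2 to 8 RPM.

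The strongest promoter peak, at 563018 to 564971 of ctg496, had 74.9 ± 1.93 RPM and lay 0.584 kb upstream of evm.TU.ctg496.7. Next came peaks 1.90 kb upstream of evm.TU.ctg2346.1 (19710 to 21293 of ctg2346, 33.8 ± 1.62 RPM) and 2.71 kb downstream of the start of evm.TU.ctg1159.11 (610992 to 612670 of ctg1159, 33.7 ± 5.96 RPM). The peaks of evm.TU.ctg2550.1 (4452 to 6521 of ctg2550), evm.TU.ctg6076.2.1 (14646 to 17358 of ctg6076.2) and evm.TU.ctg835.1 (19572 to 21015 of ctg835) had 32.6 ± 2.205, 28.8 ± 0.575 and 23.0 ± 5.12 RPM. Those of evm.TU.ctg80.12 (1056754 to 1057171 of ctg80) and evm.TU.ctg222.13 (786358 to 788490 of ctg222) had 20.1 ± 0.420 and 15.3 ± 1.52 RPM. Only the last 2 of the 10 overlapped the gene start. They belonged to evm.TU.ctg324.7 (542888 to 544120 of ctg324, 15.1 ± 3.92 RPM) and evm.TU.ctg1103.1 (63089 to 64630 of ctg1103, 14.9 ± 1.92 RPM; SD, n = 3 in each case).

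The study singled out 5 receptor genes and 6 genes of signal transduction, and their accessibility differed widely. Because the study chose them partly on these samples, their values are not independent evidence. The gene for Frizzled-10, a receptor of Wnt ligands (evm.TU.ctg321.8), had its strongest peak over the gene start at 260129 to 261436 of ctg321, with 4.83 ± 0.965 RPM. This was higher than the strongest peak of 91.0% of listed genes. The RYamide receptor, a neuropeptide receptor (evm.TU.ctg441.12), had a weak promoter peak of 0.827 ± 0.152 RPM at 1097262 to 1097727 of ctg441, 920 bp inside the gene. Its strongest peak ranked at the percentile 14.5 of listed genes. The gene of the opsin family (evm.TU.ctg179.30) had no merged peak assigned to it within 3 kb of its start. Its strongest peak, at 1843580 to 1843960 of ctg179 and 32.5 kb upstream, had 0.919 ± 0.164 RPM (percentile 17.9). The gene for adhesion G protein-coupled receptor E5 (evm.TU.ctg485.29) also had no assigned peak within 3 kb. Its nearest peak lay just outside this window, 3.08 kb upstream, with 1.07 ± 0.398 RPM, and was above background in all 3 replicates. Its strongest peak lay 38.1 kb upstream at 1267043 to 1268159 of ctg485, with 4.93 ± 0.825 RPM (percentile 91.4). The strongest peak of evm.TU.ctg71.25 lay 97.3 kb upstream, at 2084255 to 2086583 of ctg71, with 3.93 ± 1.23 RPM (percentile 86.2; SD, n = 3 in each case). Percentiles of single genes were not matched on the number of peaks, and a strongest peak tends to rise with that number. Peaks numbered 12 for evm.TU.ctg321.8, 13 for evm.TU.ctg441.12, 9 for evm.TU.ctg179.30, 15 for evm.TU.ctg485.29 and 24 for evm.TU.ctg71.25. The median for listed genes was 7.

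**Figure D3:**
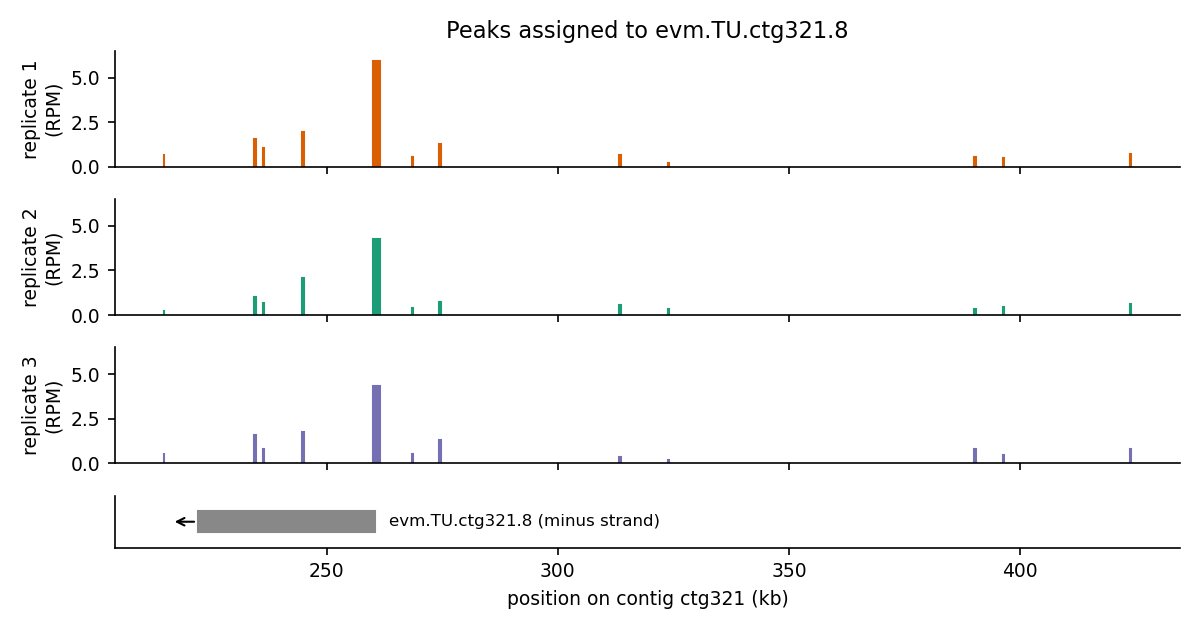
Map of the 12 merged peaks assigned to evm.TU.ctg321.8, with position on contig ctg321 in kb on the horizontal axis, peak signal in RPM on the vertical axis of each of the 3 replicates, and the gene drawn as a bar with an arrow for its direction. The tallest bar in each replicate, with 5.94, 4.24 and 4.31 RPM in replicates 1, 2 and 3, is the peak over the gene start.

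Among the signal transduction genes, peaks over the gene start were found for evm.TU.ctg756.7 and evm.TU.ctg470.6. The former encodes Loco, a regulator of G-protein signalling, and its start peak at 569243 to 569819 of ctg756 had 1.45 ± 0.158 RPM. The start peak of evm.TU.ctg470.6, at 600590 to 601118 of ctg470, had 1.62 ± 0.306 RPM. Their strongest peaks were distal, with 2.78 ± 0.536 RPM at 586066 to 586769 of ctg756 and 1.86 ± 0.224 RPM at 643653 to 644700 of ctg470. The epidermal growth factor receptor gene (evm.TU.ctg470.4), which encodes a receptor tyrosine kinase, had its strongest peak 37.1 kb upstream at 387769 to 388954 of ctg470, with 4.97 ± 0.895 RPM (percentile 91.5). This gene had 30 peaks, and its percentile was not matched on that number. The strongest peak of evm.TU.ctg275.1, a gene linked to proton transfer in signalling, lay inside the gene, at 79897 to 80548 of ctg275, with 2.55 ± 0.735 RPM. The single peak assigned to evm.TU.ctg658.6, at 401642 to 402151 of ctg658, had 2.19 ± 0.705 RPM (SD, n = 3 in each case).

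Of the 11 genes, 3 had an assigned peak over the start and 4 had one within 3 kb. The strongest peak was distal intergenic for 7 genes, in the gene body for 2 and at the promoter for 2. It was highest in replicate 1 for 7 of the 11. The median strongest peak was 3.93 RPM for the receptor genes and 2.65 RPM for the signal transduction genes. These medians stood at the percentiles 91.8 and 48.8 of 10000 random lists of the same size matched on the number of peaks per gene, and that of all 11 genes at 63.9. With the mean over all peaks of a gene in place of the strongest, the percentiles were 67.0, 72.2 and 77.9.

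**Figure D4:**
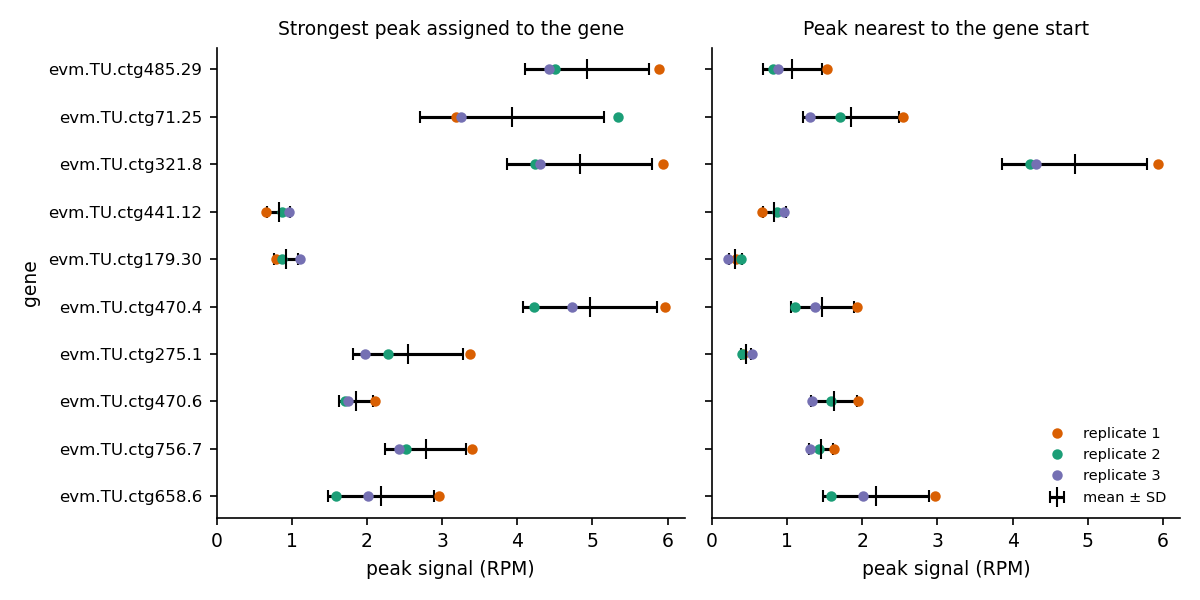
Signal in RPM (horizontal axis) of the strongest peak (left) and of the peak nearest to the gene start (right) for 10 of the 11 genes singled out by the study (vertical axis). Coloured points are the 3 ArR_30min replicates and black bars the mean ± SD; the start of evm.TU.ctg321.8, with 4.83 RPM, has the highest signal in the right panel.

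The genes with the most peaks were evm.TU.ctg1227.2 (648308 to 705106 of ctg1227, minus strand) with 99, evm.TU.ctg1737.1 (14686 to 65380 of ctg1737) with 83, evm.TU.ctg2160.1 (77782 to 78535 of ctg2160) with 71, evm.TU.ctg248.7 (347708 to 441160 of ctg248) with 70 and evm.TU.ctg1033.19 (721352 to 760329 of ctg1033) with 68. A median gene had 7 peaks (quartiles 4 and 12). Few of these peaks overlapped a gene body, with 5, 16, 0, 8 and 7 in the same order, and the peaks of evm.TU.ctg1227.2 spread over 707 kb. The strongest peaks of evm.TU.ctg1227.2, evm.TU.ctg1737.1, evm.TU.ctg2160.1 and evm.TU.ctg1033.19 had means of 21.2, 15.7, 15.9 and 16.03 RPM, while that of evm.TU.ctg248.7 had 1.93 RPM.

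The replicates were similar in signal across merged peaks. Pearson's r on the log2 scale was 0.876 between replicates 1 and 2, 0.893 between 1 and 3, and 0.901 between 2 and 3. Spearman's coefficient was 0.820, 0.840 and 0.845 for the same pairs. On linear RPM the mean r was 0.996 ± 0.00135 (SD over the 3 pairs), and without the strongest 1% of peaks it was 0.927. The coefficient of variation between replicates estimated by edgeR was 0.188 over all peaks, and 0.133 with counts halved, as if both mates of each pair had been counted. At peaks over a gene start it was 0.208, and without replicate 1 it was 0.0920, while at distal intergenic peaks it was 0.188 with all replicates and 0.152 without replicate 1. With halved counts these values were 0.185 and 0.0345 at gene starts and 0.123 and 0.0679 at distal intergenic peaks.

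At least 1 read was present in all 3 replicates in 108303 merged peaks, so this measure hardly separated peaks. Against the mean read density outside peaks, 77328, 81333 and 95797 peaks stood above background in replicates 1, 2 and 3. Peaks above background in all 3 replicates numbered 64618 (59.7%), those in 2 replicates 22852, in 1 replicate 14900, and in none 5946. With a background density 2 times higher, the number in all 3 replicates was 26935. With counts and background halved, as if both mates of each pair had been counted, it was 41154.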

Values the study reported

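The study ran Pearson and Spearman correlations on the signal of merged peaks and reported coefficients above 0.96 among the samples of the ArR_30min group. The study's text does not state the scale of the signal. On linear RPM the Pearson coefficients found here also exceeded this value for every pair of replicates. Without the strongest peaks they were below it. The Spearman coefficients and the Pearson coefficients on the log2 scale found here were lower than this value. The study counted 6492 differential peaks between ArD_0h and ArR_30min, of which 2584 were up-regulated and 3908 down-regulated. Between ArR_30min and ArR_5h it counted 6245 differential peaks. Promoter peaks made up 13% of the up-regulated and 2% of the down-regulated peaks in the earlier of these intervals. In the later interval up-regulated peaks were the more numerous, and their promoter share was the lower.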

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

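The alternatives for peaks above background, for promoter peaks within 1 kb or overlapping a gene start against distal intergenic peaks, for class shares among peaks above background, for the signal at gene starts in replicate 1, for scaling without TMM and for halved counts were chosen after seeing the data. Promoter peaks stayed stronger than distal intergenic peaks under every alternative run, including RPM per kb and a 1 kb promoter. With 1 replicate left out this direction was fixed in advance, since the difference was above 0 in each of the 3 replicates. The log2 excess at gene starts in replicate 1 stayed above 0 under each alternative run for it. Mean agreement on the log2 scale was 0.924 with a pseudocount 10 times larger and 0.872 without the strongest 1% of peaks, with 0.876 to 0.901 when 1 replicate was left out. Linear agreement without the strongest 1% of peaks was 0.927, and 0.994 to 0.997 with 1 replicate left out. Mean Spearman's coefficient was 0.808 for peaks at or above the median signal, and 0.820 to 0.845 with 1 replicate left out. The promoter share was 11.4% in the stronger 50% of peaks, 10.2% weighted by width, 5.22% with a 1 kb window and 10.8% among peaks above background in all 3 replicates, and the distal intergenic share was 51.5%, 53.2%, 54.2% and 50.7% in the same order. Peaks above background in all 3 replicates numbered 26935 with a background 2 times higher and 41154 with counts and background halved. The median percentile of the 11 study genes, not matched on the number of peaks, was 66.9 with the mean over all peaks of each gene, against 72.8 with the strongest peak. The log2 excess at gene starts in replicate 1 was 0.15 with a 3 kb promoter, 0.46 without matching, 0.29 with at least 100 reads, 0.32 with quantile normalisation and 0.32 among peaks above background, and 0.30 to 0.37 with another replicate left out. The coefficient of variation between replicates ranged from 15.4% to 21.3% with 1 replicate left out and was 13.3% with halved counts, against 18.8% as deposited. For single genes, the mean over all peaks in place of the strongest moved the value by more than the SD in 10 of 11 genes. The other gene, evm.TU.ctg658.6, had 1 peak. Leaving out 1 of 3 replicates cannot move a mean by more than the SD, so the 63 such values for single peaks and genes say nothing about stability, and neither do the p-values of the promoter contrast. The cause of these changes was not tested, except that the 1 kb window, the 2 times higher background and the halved counts lower numbers of peaks by construction. The mean over all peaks of a gene likewise cannot exceed its strongest peak. Stricter q or fold enrichment limits, gene lists by function and thresholds on the authors' comparisons were not run, since no column used here holds these values or gene names. Class shares of all peaks do not depend on the replicates, and a 3 kb promoter is the main definition, so these gave no further value. No paired analysis was possible because there is 1 group. Counting error is largest at weak peaks, and 2637, 1243 and 133 peaks had fewer than 10 reads in replicates 1, 2 and 3. The library totals of replicates 1 and 2 were 53022269 and 56882821 reads, and whether depth accounts for the difference between their numbers of such peaks was not tested.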

Other observations

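All analyses in this part were chosen after the data had been seen. The bounds for depth and for divergent starts were written before their results were seen. The tests of the share of reads in peaks, of library ratios at the strongest peaks and of divergent starts weighted over quartiles of gene length were chosen after.

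The share of listed genes with an assigned merged peak over the start was, for the starts of gene models, 11.2% (exact 95% interval 10.06 to 12.34) in the quartile of shortest genes, up to 13.01 kb. It was 30.8% (29.15 to 32.49), 34.5% (32.77 to 36.2) and 27.8% (26.16 to 29.4) in the quartiles of longer genes. The intervals cover counting error only, and the difference between quartiles was not tested. Where present, start peaks had medians of 1.68 ± 0.197, 1.87 ± 0.368, 1.90 ± 0.371 and 1.83 ± 0.354 RPM from the shortest to the longest quartile (SD, n = 3). Broad peaks of at least 2 kb numbered 168, of which 109 were distal intergenic and 16 were promoter peaks, and their median signal was 10.4 RPM.

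Gene starts within 1 kb of a start facing the opposite way had stronger peaks. The 82 peaks at such divergent starts had a median of 2.65 ± 0.605 RPM, against 1.84 ± 0.345 RPM at 3044 other starts, and the log2 difference was 0.52 ± 0.05 (SD, n = 3). Wider peaks are a candidate explanation, since median widths were 882 and 634.5 bp and the log2 difference in RPM per kb was -0.0099 ± 0.04 (SD, n = 3). It was above 0 in replicate 1 and below 0 in replicates 2 and 3, so the bound set for this explanation was not met in every replicate and it stays open. Shorter genes at divergent starts are argued against, because within quartiles of gene length the log2 difference was 0.48 ± 0.12 (bootstrap SD over peaks), while the mix of lengths alone gives 0.013; it was above 0 in all 4 quartiles, although the lowest, 0.17, was within its bootstrap SD of 0.20. No biological explanation was tested.

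The 10 strongest peaks all lay more than 3 kb from a gene start. If they were sequence present in many copies and sampled like background reads, the ratio of replicate 1 to replicate 2 should equal that of reads outside peaks, which was 0.988. The median ratio over the 10 peaks was 1.23 ± 0.030 (SD over peaks), and that of replicate 1 to replicate 3 was 1.13 ± 0.047. That of replicate 3 to replicate 2, 1.08 ± 0.056, lay within 2 SD of its background ratio of 0.992, although 9 of the 10 peaks exceeded this ratio. A departure beyond 2 SD was therefore seen only in pairs with replicate 1, and this explanation stays open. At the 31 promoter peaks of at least 10 RPM, 45.2% had a lower ratio, but their 5th to 95th percentiles, 0.913 to 1.62, also held the background ratio, so with these few peaks a likeness to strong promoter peaks can be neither shown nor excluded. Copy number itself was not examined, as no genome sequence was used here, and no biological explanation was tested.

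More merged peaks stood above background in replicate 3 than in replicates 1 and 2, by 1.24 and 1.18 times. With replicate 3 thinned to the library total of replicate 1, 86303 peaks were left (range 86139 to 86465 over 20 draws), which is 1.06 times the number in unthinned replicate 2 and under the bound of 1.1 set beforehand. At equal library totals, however, it was 1.12 times the number in replicate 1 and 1.09 times that in replicate 2. Depth therefore accounts for part of the excess, and whether it is the whole cause stays open with 1 library on each side. The study also called more peaks in replicate 3 than in replicates 1 and 2. A merged list that holds those calls can favour replicate 3, and thinning does not remove this. The share of reads in peaks in replicate 3 differed from that in replicate 1 by -0.346 percentage points. This argues against a larger total share as the source of the excess over replicate 1. The share was 0.686 percentage points higher than in replicate 2, as a larger share would need. The total share is weighted to strong peaks, however. The median fold over background per peak was 3.815 in replicate 3, against 3.639 and 3.509 in replicates 1 and 2. Greater enrichment at typical peaks of replicate 3 is therefore not excluded. No biological explanation was tested.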
